# Association of serum interleukin‐27 with the exacerbation of chronic obstructive pulmonary disease

**DOI:** 10.14814/phy2.12069

**Published:** 2014-07-03

**Authors:** Takashi Angata, Takeo Ishii, Congxiao Gao, Kazuaki Ohtsubo, Shinobu Kitazume, Akihiko Gemma, Kozui Kida, Naoyuki Taniguchi

**Keywords:** Adaptive immunity, biomarkers, inflammation, innate immunity, Siglec‐14

## Abstract

We have previously demonstrated that chronic obstructive pulmonary disease (COPD) patients who do not have Siglec‐14 are less prone to exacerbation of the disease. Siglec‐14 is a myeloid cell protein that recognizes bacteria and triggers inflammatory responses. Therefore, soluble mediators secreted by myeloid cells responding to Siglec‐14 engagement could be involved in the pathogenesis of exacerbation and could potentially be utilized as biomarkers of exacerbation. To find out, we sought genes specifically induced in Siglec‐14^+^ myeloid cells and evaluated their utility as biomarkers of COPD exacerbation. Using DNA microarray, we compared gene expression levels in Siglec‐14^+^ and control myeloid cell lines stimulated with or without nontypeable *Haemophilus influenzae* to select genes that were specifically induced in Siglec‐14^+^ cells. The expressions of several cytokine and chemokine genes were specifically induced in Siglec‐14^+^ cells. The concentrations of seven gene products were analyzed by multiplex bead array assays in paired COPD patient sera (*n* = 39) collected during exacerbation and stable disease states. Those gene products that increased during exacerbation were further tested using an independent set (*n* = 32) of paired patient sera. Serum concentration of interleukin‐27 (IL‐27) was elevated during exacerbation (discovery set: *P* = 0.0472; verification set: *P* = 0.0428; combined: *P* = 0.0104; one‐sided Wilcoxon matched‐pairs signed‐rank test), particularly in exacerbations accompanied with sputum purulence and in exacerbations lasting more than a week. We concluded that IL‐27 might be mechanistically involved in the exacerbation of COPD and could potentially serve as a systemic biomarker of exacerbation.

## Abstract (precis)

e12069

Chronic obstructive pulmonary disease (COPD) patients who do not have Siglec‐14 (a myeloid cell protein that triggers inflammatory responses) are less prone to exacerbation of the disease. We tested whether soluble mediators secreted by myeloid cells responding to Siglec‐14 engagement could be utilized as biomarkers of exacerbation, and found serum concentration of interleukin‐27 (IL‐27) was elevated during exacerbation, particularly in exacerbations accompanied with sputum purulence. We concluded that IL‐27 might be mechanistically involved in the exacerbation of COPD and could potentially serve as a systemic biomarker of exacerbation.

## Introduction

Chronic obstructive pulmonary disease (COPD) is projected to be world's third leading cause of death by 2030 (World Health Organization 2008). At present, treatment for its exacerbation accounts for much of the medical cost associated with the disease (Andersson et al. 2002; Celli and MacNee 2004; Toy et al. 2010). Exacerbation of COPD is defined as “an event in the natural course of the disease characterized by a change in the patient's baseline dyspnea, cough, and/or sputum exceeding normal day‐to‐day variations, which is acute in onset and may warrant a change in regular medication in a patient with underlying COPD” (Rabe et al. 2007). This diagnosis is based solely on clinical presentation. A quantifiable biomarker of COPD exacerbation would be useful for physicians, especially those who may not be as familiar with the disease entity as pulmonologists, so that they may make timely and objective diagnoses of exacerbation. Finding such systemic biomarkers is a formidable challenge (Koutsokera et al. 2012). One difficulty lie in the fact COPD exacerbation seemingly starts as a local rather than systemic event (Muller and Tamm 2006). One of the best systemic biomarkers used to distinguish between the stable disease and exacerbation (Hurst et al. 2006) is a systemic biomarker of acute inflammation, plasma C‐reactive protein (CRP), which is elevated in the circulation of patients with exacerbated COPD (Dev et al. 1998). One problem with plasma CRP level is that it is elevated in many pyogenic infections and thus not specific to exacerbation of COPD, and another problem is that it is not elevated in a significant proportion of patients undergoing exacerbation of COPD (Muller and Tamm 2006). Therefore, a novel systemic biomarker with genetic and mechanistic correlations to the etiology of COPD and/or its exacerbation is needed (Carter et al. 2011, 2013).

Most cases of COPD exacerbation are thought to be triggered by airway infection (Sethi and Murphy 2008). In a previous genotype–phenotype correlation study, we found that COPD patients without Siglec‐14 were less prone to exacerbation (Angata et al. 2013). Siglec‐14, a myeloid cell membrane protein, interacts with nontypeable *Haemophilus influenzae* (NTHi) and augments proinflammatory responses. In that previous study, we suggested that inflammatory responses triggered by Siglec‐14 may be involved in the exacerbation of COPD (Angata et al. 2013). In this study, we hypothesize that proinflammatory secreted mediators induced by the engagement of Siglec‐14 may be involved in its pathogenesis and they could potentially be utilized as biomarkers of that exacerbation. To find out, we identified genes induced in Siglec‐14^+^ myeloid cells by NTHi stimulation, selected gene products quantifiable in serum, and measured their concentrations in the paired sera from COPD patients collected during exacerbation and stable phases of the disease. We found IL‐27, a cytokine involved in T‐cell differentiation and regulation, to be increased in the sera of patients with COPD during exacerbation. In particular, serum IL‐27 was elevated in the exacerbations accompanied with sputum purulence and in prolonged exacerbation episodes lasting more than a week. We conclude that IL‐27 could potentially be useful as a biomarker in the diagnosis and follow‐up of COPD exacerbation.

## Materials and Methods

### Gene expression profiling of myeloid cells with or without NTHi stimulation

Siglec‐14/THP‐1 and Siglec‐5/THP‐1 cell lines (the THP‐1 sublines expressing Siglec‐14 or Siglec‐5 protein, respectively) were prepared as reported previously (Yamanaka et al. 2009). Siglec‐14/THP‐1 and Siglec‐5/THP‐1 mimic monocytes from homozygous wild‐type and homozygous *SIGLEC14*‐null people, respectively (Angata et al. 2013). These cells (5 × 10^6^ cells, suspended at 1 × 10^6^ cells/mL in Macrophage‐SFM; Life Technologies, Grand Island, NY) were incubated with or without heat‐killed NTHi strain 2019 (equivalent of 5 × 10^8^ colony forming units; cells‐to‐bacteria ratio = 1:100) for 6 h. In total, four separate samples were prepared as follows: (1) Siglec‐14/THP‐1, incubated with NTHi (designated as Siglec‐14,NTHi[+]); (2) Siglec‐14/THP‐1, incubated without NTHi (Siglec‐14,NTHi[−]); (3) Siglec‐5/THP‐1, incubated with NTHi (Siglec‐5,NTHi[+]); and (4) Siglec‐5/THP‐1, incubated without NTHi (Siglec‐5,NTHi[−]). The cells were harvested by centrifugation, and total RNA was extracted using RNeasy Mini kit (Qiagen, Hilden, Germany).

Gene expression analysis using GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix, Santa Clara, CA) was performed by Dr. Keisuke Fukumoto (Support Unit for Bio‐material Analysis in RIKEN BSI Research Resources Center) following manufacturer's instructions. Briefly, 250 ng of total RNA was used for the synthesis of biotinylated RNA using GeneChip 3′ IVT Express Kit (Affymetrix). The labeled RNA was hybridized to GeneChip Human Genome U133 Plus 2.0 Array at 45°C for 16 h in GeneChip Hybridization Oven 640 (Affymetrix). The array was then washed and stained using GeneChip Hybridization, Wash, and Stain Kit (Affymetrix) on GeneChip Fluidics Station 450 (Affymetrix), and then scanned using GeneChip Scanner 3000 7G (Affymetrix). GeneChip Operating Software (Affymetrix) was used for the quantification and standardization of the signals. Signals were standardized based on the cumulative signal intensity of all probes. The gene expression data were deposited into the Gene Expression Omnibus Database (GSE47929).

Genes that fulfilled the following criteria were selected for further analysis using patient sera: (1) their hybridization signals were unambiguously detected in at least one of the samples being compared pairwise; (2) their transcript abundances (as judged by hybridization signal intensities) were three times or more higher in Siglec‐14, NTHi[+] than in Siglec‐14,NTHi[−]; and (3) their transcript abundances were either (3a) three times or more higher in Siglec‐14,NTHi[+] than in Siglec‐5,NTHi[+], or (3b) three times or more higher in Siglec‐14,NTHi[−] than in Siglec‐5,NTHi[−].

### Study subjects and protocol

We invited outpatients who visited the Respiratory Care Clinic at Nippon Medical School and were diagnosed as having COPD based on the Global Initiative for Chronic Obstructive Lung Disease (GOLD) criteria (Rabe et al. 2007) to participate in the study. The institutional review board at Nippon Medical School approved the protocols describing sample collection and related analyses in this study (approval numbers: 24‐09 and 24‐12). Written informed consent was obtained from each donor. Paired serum samples were collected from 71 COPD patients (discovery set, *n* = 39 and verification set, *n* = 32; no overlap between the two sets) who were seen both during stable and exacerbation states. Enrollment of 39 patients in the discovery set (November 2009–June 2011) preceded the initial analysis by multiplex bead array assay (analyzing seven parameters) described below, and that of 32 patients in the verification set (June 2011–September 2012) was after the initial analysis. Exacerbation was defined based on changes in baseline dyspnea, cough, and/or sputum exceeding normal day‐to‐day variations. Date of onset and presence of sputum purulence during exacerbation were based on the patient interview (diary and self‐assessment) during their monthly visits (Motegi et al. 2013). Stable state was defined as being “free from an exacerbation for at least 8 weeks.” Exacerbation sampling was only performed in patients who had not received systemic corticosteroids and/or antibiotics before their visit to the Respiratory Care Clinic.

### Measurements of clinical parameters

Postbronchodilator forced expiratory volume in 1 sec (FEV1), carbon monoxide‐diffusing capacity (diffusing capacity divided by alveolar volume, DLCO/VA), vital capacity (VC), and forced vital capacity (FVC) were measured according to the American Thoracic Society (1995) guidelines using a Pulmonary Function Test System (CHESTAC; CHEST M.I., Inc., Tokyo, Japan). Postbronchodilator FEV1 and VC, specified by the Japanese Respiratory Society (2001), were used as reference values.

We also performed helical high‐resolution computed tomography scans at 1.25 mm collimation, 0.8 sec scan time (rotation time), 120 kV, and 100–600 mA with a Light Speed Pro16 CT scanner (GE Co., Tokyo, Japan). The percentage of low attenuation area, reflecting the severity of emphysema, was calculated as described previously (Okazawa et al. 1996; Nakano et al. 2000; Orlandi et al. 2005).

### Quantification of serum proteins

Serum proteins were quantified using Procarta Cytokine Assay Kit, Human By Request (Panomics/Affymetrix, Santa Clara, CA), following standard procedures (Procarta Cytokine Assay Kit, User Manual Specifically for Serum and Plasma Samples) at Filgen (Nagoya, Japan). A custom 7‐plex assay (including CCL2, CCL20, CXCL1, soluble ICAM‐1, IL‐1*β*, IL‐8, and IL‐27) was used for the analysis of the discovery set (*n* = 39), and a custom duplex assay (including soluble ICAM‐1 and IL‐27) was used for the analysis of the verification set (*n* = 32). In each case, 25 *μ*L of serum was analyzed.

C‐reactive protein was measured at a clinical laboratory (BML Corporation, Tokyo, Japan) using N‐latex CRP II/*Cardio*Phase *hs*CRP (Siemens Health Care Diagnostics, Tokyo, Japan).

### Statistical analyses

All statistical operations were performed using JMP genomics software version 5.1 (SAS Institute Inc., Cary, NC). Statistical tests employed in this study were as follows: comparison of patient characteristics between discovery and verification sets (Table 2): Fisher's exact test (gender, smoking status, and therapy), chi‐square test (GOLD stage), and Student's *t*‐test (other parameters); comparison of the serum protein concentrations between stable state and exacerbation (Table 3, Figs. 1, 2): one‐sided Wilcoxon matched‐pairs signed‐rank test. Thus, *P*‐values mentioned in Results were obtained by one‐sided Wilcoxon matched‐pairs signed‐rank test, unless otherwise stated.

**Figure 1.**
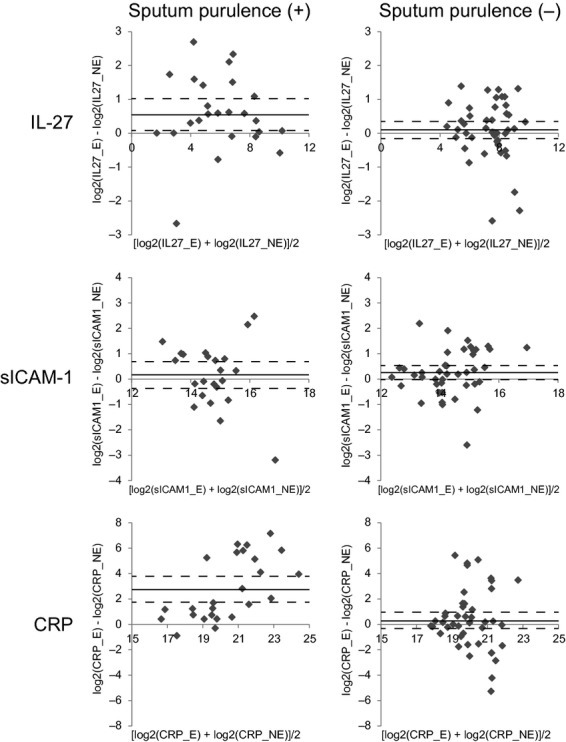
Changes of serum IL‐27, sICAM‐1, and C‐reactive protein (CRP) concentrations in association with exacerbation: stratification by the sputum purulence. The patient samples were stratified based on the presence (left column; *n* = 25) or absence (right column; *n* = 46) of sputum purulence during exacerbation. Each data point represents mean (*x*‐axis) and difference (*y*‐axis) of the analyte concentrations (pg/mL, represented in binary logarithm) in the paired patient sera collected during exacerbation and stable disease. Some data points (those that were above the quantifiable range) were omitted. Mean and 95% confidence intervals of *y* values are shown with solid and dotted lines, respectively.

**Figure 2.**
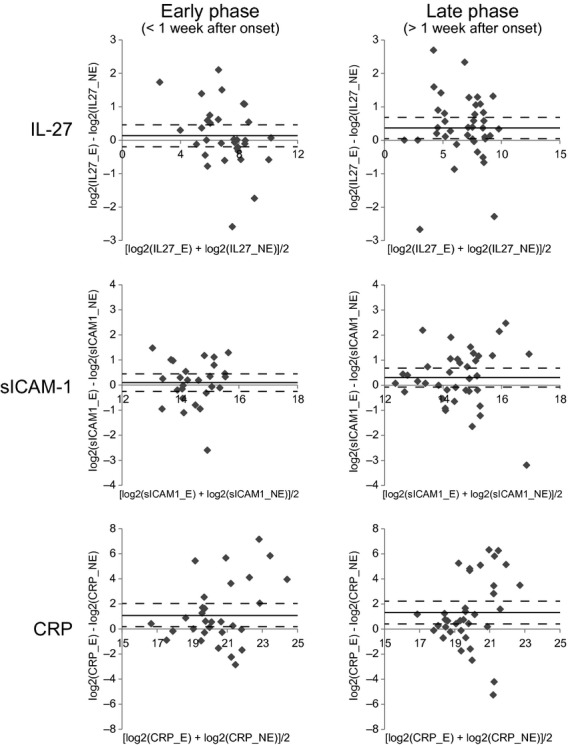
Changes of serum IL‐27, sICAM‐1, and C‐reactive protein (CRP) concentrations in association with exacerbation: stratification by the time of sampling after the onset of exacerbation episode. The patient samples were stratified based on the timing of the blood sampling, which was either within the first week (left column, “Early phase”; *n* = 32) or after (right column, “Late phase”; *n* = 39) the onset of exacerbation. Each data point represents mean (*x*‐axis) and difference (*y*‐axis) of the analyte concentrations (pg/mL, represented in binary logarithm) in the paired patient sera collected during exacerbation and stable disease. Some data points (those that were above the quantifiable range) were omitted. Mean and 95% confidence intervals of *y* values are shown with solid and dotted lines, respectively.

## Results

### Identification of genes induced in Siglec‐14^+^ myeloid cells by NTHi stimulation

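The gene expression data consist of 4 GeneChip Human Genome U133 Plus 2.0 arrays, 1 for each of Siglec‐14,NTHi[−], Siglec‐14,NTHi[+], Siglec‐5,NTHi[−] and Siglec‐5,NTHi[+]. THP‐1 is a human monocytic leukemia cell line, and the sublines used here express either Siglec‐14 or Siglec‐5. The cells had been incubated for 6 h with or without heat-killed nontypeable Haemophilus influenzae (NTHi) at 100 bacteria per cell, and 250 ng of total RNA was labeled for each array. The paper states that the signals were quantified with GeneChip Operating Software and standardized on the cumulative signal intensity of all probes. The values used here are signal intensities on a linear scale, 1 for each of 54675 probe sets, of which 62 are controls. The sum of all signals was 12735500 in Siglec‐14,NTHi[−], 13977411 in Siglec‐14,NTHi[+], 14047100 in Siglec‐5,NTHi[−] and 13431505 in Siglec‐5,NTHi[+], and the median signal was 16.5, 16.3, 16.2 and 15.1 in the same order. For 18 probe sets of hybridization controls, which are added to the labeled RNA, the geometric mean signal was 1260, 1370, 1370 and 1277. The sums are not equal between the arrays, and whether these values carry the standardization behind the study's folds is not given in the sources used here. On the probe set with the highest induction, the paper's folds were 0.93 to 0.947 times those computed here for 10 Table 1 genes. For the Siglec‐14/THP‐1 arrays, this argues against the values carrying that standardization. The signals were used as deposited, without further scaling. The study's screen requires unambiguous detection on at least 1 array of a pair, by a rule that its text does not name. Detection calls were not used here. A probe set was instead taken as detected in a pair of arrays when its higher signal reached the median of all signals, 16.0. Where the lower signal of a pair lay under this floor, the fold is given as a lower bound, computed against the floor. Of the probe sets, 41097 are listed for 1 gene, 1801 for several genes and 11777 for no gene. A gene with several probe sets is represented by the one with the highest mean signal, unless another is named. With 1 array per condition there are no replicates, so no error can be given for a single value and no test for a comparison of a pair of arrays. The number of arrays limits the precision: among 13683 bright probe sets, the log2 ratio of Siglec‐14,NTHi[+] to Siglec‐14,NTHi[−] had an SD of 0.22, and among 13187 dimmer probe sets above the floor the SD was 0.51. For the ratio of Siglec‐14,NTHi[−] to Siglec‐5,NTHi[−], which holds the differences between the sublines as well, the SD was 0.38 among 13627 bright and 0.66 among 13154 dimmer probe sets. All 4 arrays together allow a limma fit with cell line and NTHi as additive terms and 1 residual degree of freedom per probe set. It tests a response shared by both cell lines, or a difference between the lines shared by both conditions, and does not test whether the lines respond differently.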

DNA microarray analysis was used to indentify genes whose expressions were induced in Siglec‐14^+^ myeloid cells by NTHi stimulation. We used THP‐1 human monoblastoid cell lines expressing either Siglec‐14 or Siglec‐5 (mimicking monocytes from wild‐type or homozygous *SIGLEC14*‐null individuals, respectively) as model myeloid cells, and screened for genes whose expressions were induced in Siglec‐14^+^ cells by stimulation with NTHi, and whose expressions were also (1) higher in stimulated Siglec‐14^+^ cells than in stimulated Siglec‐5^+^ cells; or (2) higher in nonstimulated Siglec‐14^+^ cells than in nonstimulated Siglec‐5^+^ cells.

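NTHi stimulation was accompanied by higher expression of some of the measured NF-κB, chemokine and cytokine genes. The counts come from the fit shared by both cell lines, which does not test each line alone. These counts rest on limma's intensity trend: over all genes, 0 passed for NTHi without the trend, and 0 with cell line left out. Of 20 measured genes for NF-κB components, inhibitors and survival targets, 14 rose with NTHi and 0 fell (15 rose when adjusted over the list alone). NFKBIZ, which encodes a nuclear IκB protein, had a signal of 150 in Siglec‐14,NTHi[−] and 784 in Siglec‐14,NTHi[+], and 199 in Siglec‐5,NTHi[−] and 933 in Siglec‐5,NTHi[+]. TNFAIP3, a deubiquitinase that restrains NF-κB, was 2.91-fold higher with NTHi in Siglec‐14/THP‐1 and 6.45-fold higher in Siglec‐5/THP‐1. NFKBIA, the inhibitor that holds NF-κB in the cytoplasm, went from 1260 to 3390 and from 333 to 1720. Of 18 chemokine genes, 7 rose and 0 fell (9 rose when adjusted over the list alone). CXCL10, which attracts T cells, went from 807 to 2030 in Siglec‐14/THP‐1 and from 63.8 to 3220 in Siglec‐5/THP‐1. Of 17 inflammatory cytokine genes, 5 rose (7 when adjusted over the list alone), among them IL23A, with 114 and 395 in Siglec‐14/THP‐1 and 105 and 172 in Siglec‐5/THP‐1, and LTB, with 971 and 1890 against 134 and 997. The IL-12 family and its receptors had 2 of 7 genes that rose, EBI3 and IL23A (2 when adjusted over the list alone). Among inflammatory effectors and matrix genes 8 of 20 rose (11 rose and 1 fell when adjusted over the list alone). Adhesion molecules had 2 of 17, ICAM1 and VCAM1 (3 when adjusted over the list alone), and the TNF receptor superfamily 2 of 15, TNFRSF9 and CD40 (3 when adjusted over the list alone). In Toll-like receptor signalling 2 of 20 genes rose, IRAK2 and TRAF6 (4 when adjusted over the list alone). Of 15 NRF2 and oxidative stress genes, 5 rose (5 when adjusted over the list alone), and these were the metallothionein genes MT1X, MT2A, MT1E, MT1F and MT1G, which bind metal ions.

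The cell lines differed from each other in more genes than either line differed with NTHi. Counting probe sets at least 3-fold different whose higher signal reached the 75th percentile of all signals, 105, 25 were higher and 0 lower in Siglec‐14,NTHi[+] than in Siglec‐14,NTHi[−], and 33 were higher and 1 lower in Siglec‐5,NTHi[+] than in Siglec‐5,NTHi[−]. By the same count, 192 were higher and 3 lower in Siglec‐14,NTHi[+] than in Siglec‐5,NTHi[+], and 153 were higher and 4 lower in Siglec‐14,NTHi[−] than in Siglec‐5,NTHi[−]. At the median floor the counts were 627 higher and 659 lower with NTHi in Siglec‐14/THP‐1, 637 and 733 with NTHi in Siglec‐5/THP‐1, 1206 and 561 between the stimulated lines, and 1081 and 635 between the nonstimulated lines. Among 14736 probe sets that reached the 75th percentile on at least 1 array, 25 were at least 3-fold higher with NTHi in Siglec‐14/THP‐1 and 48 in Siglec‐5/THP‐1, and 16 were shared, against 0.0814 if the lists were independent. The difference between the lines was shared more widely: 183 probe sets were at least 3-fold higher in nonstimulated Siglec‐14/THP‐1 and 194 in stimulated Siglec‐14/THP‐1, with 150 in common against 2.41 if independent. Chemokine genes had a median log2 ratio of Siglec‐14/THP‐1 to Siglec‐5/THP‐1 of 2.29 without NTHi (16 measured) and 1.78 with NTHi (18 measured), with signals below the floor taken as they stand, and 1.52 without NTHi with such signals raised to the floor, where the value with NTHi was not lower. Over the members whose higher signal reached the 75th percentile the medians were 3.15 without and 1.77 with NTHi. Of the 18, 14 were higher in Siglec‐14/THP‐1 in the shared fit (16 when adjusted over the list alone). CCL4, which attracts monocytes and T cells, had a signal of 4360 in Siglec‐14,NTHi[−] and 6780 in Siglec‐14,NTHi[+], and 36.1 and 203 in the Siglec‐5 counterparts. Inflammatory cytokine genes were higher in Siglec‐14/THP‐1 for 14 of 17 and lower for 0 (14 higher and 1 lower when adjusted over the list alone), and NF-κB genes for 11 of 20 (12 higher and 2 lower when adjusted over the list alone). For these medians, the median log2 ratio of all probe sets at or above the 75th percentile was 0.09 with NTHi in Siglec‐14/THP‐1, -0.11 with NTHi in Siglec‐5/THP‐1, 0.04 between the stimulated lines and -0.17 between the nonstimulated lines.

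At an adjusted p under 0.05 from limma, 225 genes of 13975 tested changed with NTHi (162 higher, 64 lower, a gene with probe sets in both directions counted in both), and 1861 differed between the lines (990 higher and 873 lower in Siglec‐14/THP‐1). These p-values rest on the variance trend with signal intensity, and without that trend 0 genes passed in either comparison (1941 probe sets for NTHi and 3740 for the lines at an unadjusted p under 0.05). With each array scaled to the same median, the line difference had 1164 genes higher and 2570 lower in Siglec‐14/THP‐1.

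**Figure D1:**
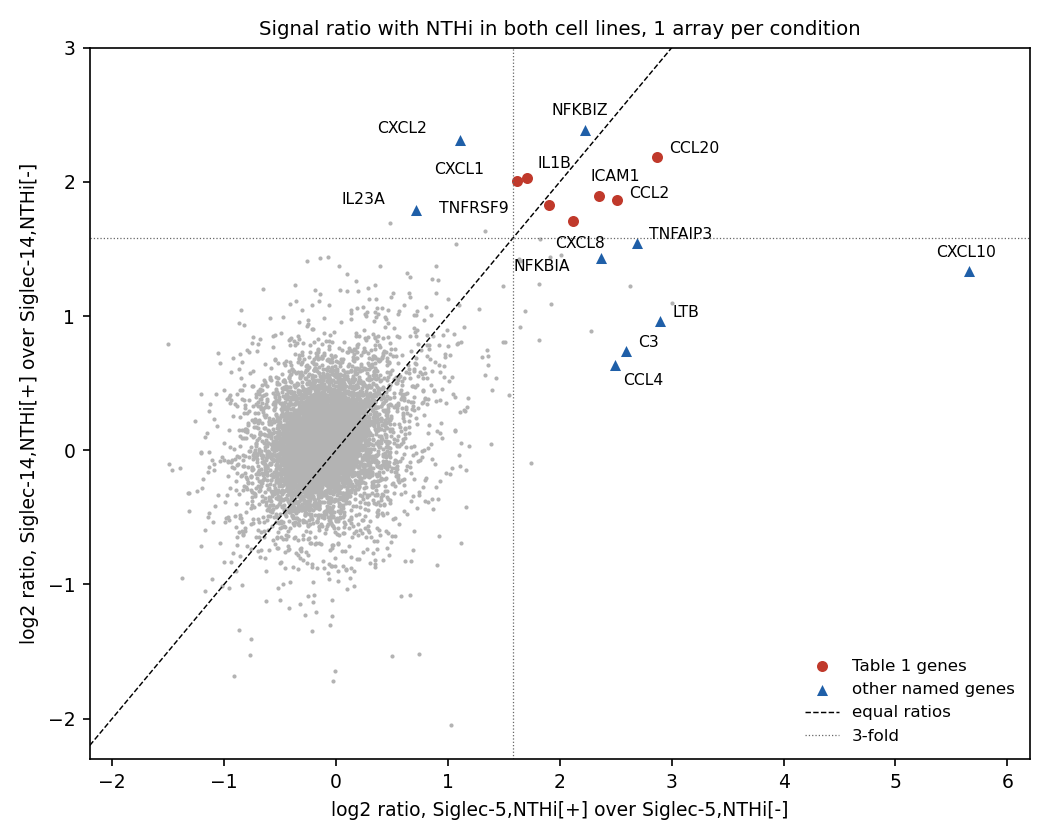
Each point is 1 of 11026 genes at or above the floor on all 4 arrays, with the log2 signal ratio of Siglec‐5,NTHi[+] to Siglec‐5,NTHi[−] on the x axis and that of Siglec‐14,NTHi[+] to Siglec‐14,NTHi[−] on the y axis. Red circles are 7 genes of Table 1, blue triangles other genes named in the text, the dashed line marks equal ratios and the dotted lines a ratio of 3. The 7 Table 1 genes lie above the dotted line of both axes.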

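TNFAIP6, CCL20, IL1B, RRAD, CXCL1, EBI3, ICAM1, CCL2, TNFRSF9 and CXCL8 (IL8) passed the screen, which took signals below the floor as they stand. Each had a probe set at least 3-fold higher in Siglec‐14,NTHi[+] than in Siglec‐14,NTHi[−]. That probe set was also at least 3-fold higher in Siglec‐14+ than in Siglec‐5+ cells, with or without NTHi. These genes are the 10 of the 12 selected by the study that were matched by symbol to the annotation used. CXCL1, a neutrophil chemokine, met the difference between the lines only under stimulation, with a Siglec‐14/THP‐1 to Siglec‐5/THP‐1 ratio of 3.13 with NTHi and 2.38 without. TNFAIP6, the hyaluronan-binding protein TSG-6, met it only without stimulation, on its dimmer probe set. The signals were 28.9 in Siglec‐14,NTHi[−] and 7.15 in Siglec‐5,NTHi[−]. The latter lay below the floor, and against the floor the ratio does not reach 3-fold. The remaining genes of the list met both criteria. For RRAD the difference without stimulation also rests on a signal below the floor, with 27.9 against 8.31 on its passing probe set. At the median floor, 225 probe sets passed, for 166 named genes, 156 of them beyond those 10. One of the 156 is MIR146A, a microRNA gene, whose probe set had signals of 20.6 and 222 in Siglec‐14/THP‐1 and 5.74 and 139 in Siglec‐5/THP‐1. It met the difference between the lines only without stimulation, where the Siglec‐5/THP‐1 signal lay below the floor. Table 1 lists the same pattern for the symbol LOC285628, which was not matched by name, with a fold of 10.1 against 10.7 here. The 156 may therefore include that entry of the study's list. Most of the passing probe sets were dim, with a median signal of 20.5 in Siglec‐14,NTHi[+] over all passing probe sets, and 209 of the 225 lay below the 75th percentile of all signals there. Of the 225, 213 had a signal below the floor. With signals as they stand, the largest ratios beyond the 10 genes belonged to DDHD1-DT (0.625 and 16.1), C22orf23 (0.959 and 22.7) and 1 probe set of LRP1 (0.945 and 20.3). Each started below the floor, so this ranking rests on signals under it. Against the floor, C22orf23 was at least 1.42-fold higher with NTHi in Siglec‐14/THP‐1. With the cell lines exchanged, the same criteria selected 116 genes, but with each array scaled to the same median 150 genes passed and 162 passed with the lines exchanged. With the floor at the 75th percentile, 10 genes passed and 0 passed with the lines exchanged. These were 9 of the study's genes, without TNFAIP6, and CXCL2, another neutrophil chemokine, whose signal was 26.4 in Siglec‐14,NTHi[−] and 131 in Siglec‐14,NTHi[+] against 17.9 and 38.6 in Siglec‐5/THP‐1. No test applies to the screen, which compares single arrays, and the study chose its list on these arrays, so the list's passing is not independent evidence.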

Twelve genes showed one of these two patterns (Table 1). The products of nine of the twelve of these genes (*TNFAIP6*,* CCL20*,* IL1B*,* CXCL1*,* EBI3*,* ICAM1*,* TNFRSF9*,* CCL2*, and *IL8*) can be found in soluble forms in human bodily fluids. Most of them (8/12) are involved in the recruitment of leukocytes (*CCL20*,* CXCL1*,* CCL2*,* IL8*) or their functional modulation (*IL1B*,* EBI3*,* TNFRSF9*,* ICAM1*).

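All 4 chemokine genes had higher signals with NTHi in both cell lines, and higher signals in Siglec‐14/THP‐1 than in Siglec‐5/THP‐1 in both conditions. CCL20, the ligand of CCR6, had signals of 1260 in Siglec‐14,NTHi[−] and 5720 in Siglec‐14,NTHi[+] against 142 and 1030 in Siglec‐5/THP‐1. CXCL8, the neutrophil chemokine IL-8, went from 1490 to 4880 in Siglec‐14/THP‐1 and from 325 to 1410 in Siglec‐5/THP‐1. CCL2, which attracts monocytes, had signals of 118 and 429 against 22.6 and 129, and CXCL1 had 80.8 and 325 against 33.9 and 104. Stimulated Siglec‐5/THP‐1 thus had signals of CCL20, CXCL8, CCL2 and CXCL1 near those of nonstimulated Siglec‐14/THP‐1.

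The same order held for the genes of leukocyte function. IL1B, the proinflammatory cytokine IL-1β, rose from 177 to 720 in Siglec‐14/THP‐1 and from 47.0 to 153 in Siglec‐5/THP‐1. EBI3, the β subunit of IL-27, went from 171 to 650 in Siglec‐14/THP‐1, and from below the floor to 108 in Siglec‐5/THP‐1. ICAM1, an adhesion receptor for leukocyte integrins, had 168 and 625 against 31.7 and 161. TNFRSF9, the costimulatory receptor CD137, had 98.4 and 349 against 17.8 and 66.6, while a dimmer probe set of the gene had a fold induction of 1.33 in Siglec‐14/THP‐1. The α subunit of IL-27, encoded by IL27, had signals below the floor on all 4 arrays, the highest being 14.3 in Siglec‐5,NTHi[−].

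All 8 genes rose with NTHi and were higher in Siglec‐14/THP‐1 in limma's fit shared over lines and conditions, whose p-values rest on the intensity trend: without the trend 0 genes passed in either comparison, and with the line left out 0 passed for NTHi. For CCL20, the NTHi term was 2.52 on the log2 scale (standard error 0.15, adjusted p = 3.44e-58). The line term was 2.81 (standard error 0.15, adjusted p = 1.95e-73). The standard errors given here are those of the trend over probe sets of similar intensity, and not of the gene's own values. The log2 response of CCL20, Siglec‐14/THP‐1 minus Siglec‐5/THP‐1, differed by -0.68, a spread that these errors leave out. For EBI3 the terms rest in part on a signal below the floor and are not given. CXCL1 had the smallest line term of the 8, 1.45 (standard error 0.20, adjusted p = 5.82e-11).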

**Table 1.** Genes whose expression was induced in Siglec‐14^+^ THP‐1 human monoblastoid cell line by NTHi stimulation.

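In Siglec‐14/THP‐1, the fold induction of the 10 measured genes ran from 2.41 for RRAD to 11.7 for TNFAIP6, with a median of 3.76. In Siglec‐5/THP‐1 the same genes were also higher with NTHi, with a median fold of 5.39 with signals below the floor taken as they stand. With signals raised to the floor, the fold was larger in Siglec‐5/THP‐1 for 7 genes. It was larger in Siglec‐14/THP‐1 for IL1B (4.07 against 3.26), CXCL1 (4.03 against 3.07) and RRAD, whose signal in Siglec‐5,NTHi[−] lay below the floor and which counts among 8 genes with the larger fold in Siglec‐5/THP‐1 when signals are taken as they stand. CCL20 was induced 4.55-fold in Siglec‐14/THP‐1 and 7.28-fold in Siglec‐5/THP‐1, CCL2 3.65-fold and 5.70-fold, ICAM1 3.72-fold and 5.09-fold, CXCL8 3.27-fold and 4.35-fold, and TNFRSF9 3.55-fold and 3.75-fold. EBI3 was induced 3.80-fold in Siglec‐14/THP‐1 and at least 6.74-fold in Siglec‐5/THP‐1. TNFAIP6, a product of inflamed tissue that binds hyaluronan, went from 23.1 to 271 in Siglec‐14/THP‐1 and from 10.3 to 228 in Siglec‐5/THP‐1, at least 14.2-fold. RRAD, a small GTPase, had 56.7 and 136 in Siglec‐14/THP‐1 and 1.19 and 19.2 in Siglec‐5/THP‐1, at least 1.20-fold, and on its dimmer probe set the fold in Siglec‐14/THP‐1 was 4.06 (27.9 to 113), with both signals in Siglec‐5/THP‐1 below the floor (8.31 and 14.9).

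The median ratio of Siglec‐14/THP‐1 to Siglec‐5/THP‐1 was 5.25 without NTHi and 4.29 with NTHi, and the rise in signal with NTHi was larger in Siglec‐14/THP‐1 for 10 of 10 genes. EBI3 was at least 10.7-fold higher in Siglec‐14,NTHi[−] than in Siglec‐5,NTHi[−] and 6.02-fold higher in Siglec‐14,NTHi[+] than in Siglec‐5,NTHi[+]. CCL20 was 8.88-fold and 5.55-fold higher, IL1B 3.76-fold and 4.70-fold, and TNFAIP6 at least 1.44-fold and 1.19-fold. Over the 10 genes, the log2 of the fold in Siglec‐14/THP‐1 over the fold in Siglec‐5/THP‐1 had a median of -0.55. It was -0.34 with signals raised to the floor, and -0.41 (SD 0.44) over the 7 genes above the floor on all 4 arrays, 5 with the larger fold in Siglec‐5/THP‐1 and 2 in Siglec‐14/THP‐1. In the fit shared by both lines, 10 of the 10 genes rose with NTHi and 10 were higher in Siglec‐14/THP‐1 (10 and 10 when adjusted over the list alone), which is not independent evidence, since the study chose the genes on these arrays. The difference between the responses of the lines was not tested, because it leaves no residual degrees of freedom with 4 arrays.

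By its own 3-fold criteria, the paper takes the genes as induced by NTHi in Siglec‐14+ cells and higher there than in Siglec‐5+ cells. It carries 7 of their products to the measurement of patient sera. In its Discussion, the paper proposes that the chemokines among them may coordinate how innate immune cells are recruited and may promote processes that lead to exacerbation.

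**Figure D2:**
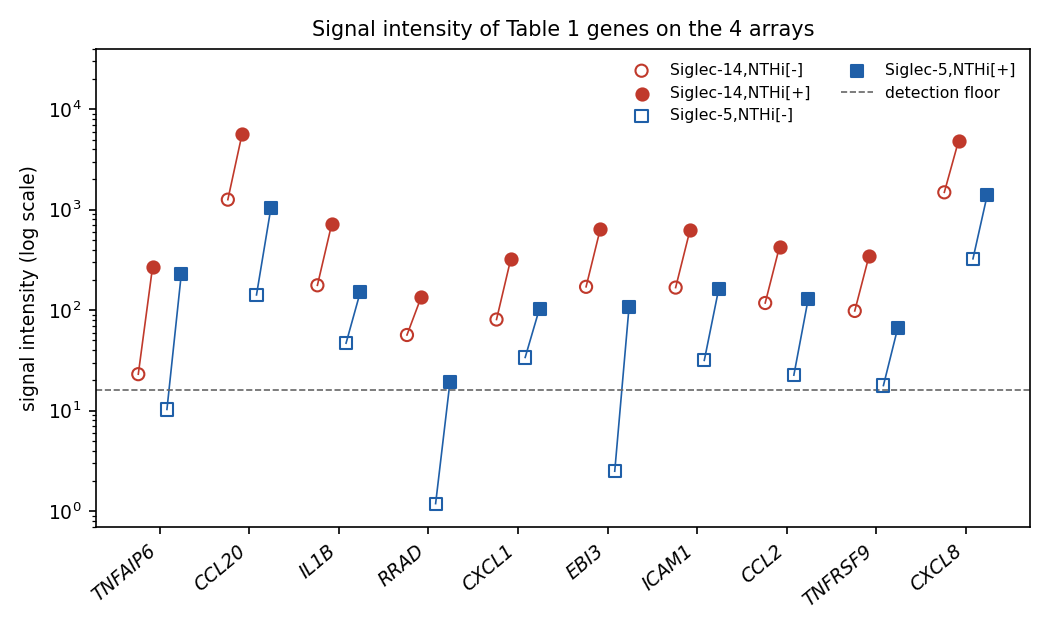
Signal intensity on a log axis of 10 genes of Table 1 on the 4 arrays, 1 point per array, with the detection floor of 16.0 as a dashed line. The signals of CCL20 run from 142 in nonstimulated Siglec‐5/THP‐1 to 5720 in stimulated Siglec‐14/THP‐1, and TNFAIP6 reaches 271 and 228 in the stimulated lines.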

Gene symbol	Protein product (synonym)	Fold induction^1^	Criteria (3a)^2^	Criteria (3b)^2^
*TNFAIP6*	Tumor necrosis factor‐inducible gene 6 protein (TSG‐6)	11.0	No	Yes
*LOC285628*	–	10.1	No	Yes
*CCL20*	C‐C motif chemokine 20 (LARC, MIP‐3 *α*)	4.3	Yes	Yes
*IL1B*	Interleukin‐1 *β*	3.8	Yes	Yes
*RRAD*	GTP‐binding protein RAD	3.8	Yes	Yes
*CXCL1*	Growth‐regulated *α* protein (GRO‐*α*)	3.8	Yes	No
*EBI3*	Interleukin‐27 subunit *β* (EBV‐induced gene 3 protein)	3.6	Yes	Yes
*BIRC3*	Baculoviral IAP repeat‐containing protein 3 (RING finger protein 49)	3.5	No	Yes
*ICAM1*	Intercellular adhesion molecule 1 (CD54)	3.5	Yes	Yes
*CCL2*	C‐C motif chemokine 2 (MCP‐1)	3.4	Yes	Yes
*TNFRSF9*	Tumor necrosis factor receptor superfamily member 9 (CD137, 4‐1BB)	3.3	Yes	Yes
*IL8*	Interleukin‐8 (CXCL8)	3.3	Yes	Yes

^1^ The ratio of signal intensity in Siglec‐14/THP‐1 cells stimulated with NTHi as compared with that without stimulation.

^2^ See Materials and Methods section for details.

### Identification of IL‐27 as a possible COPD exacerbation marker

The products of seven of the twelve genes listed in Table 1, CCL2, CCL20, CXCL1, ICAM‐1, IL‐1*β*, IL‐8, and IL‐27 (a heterodimeric protein complex, of which *β* subunit is encoded by *EBI3*), were simultaneously quantified in serum using multiplex bead array assay.

To evaluate the utility of these candidate biomarkers in the diagnosis of COPD exacerbation, we measured their concentrations in paired serum samples from COPD patients collected during exacerbated and stable disease states. Patient characteristics are summarized in Table 2. We adopted a two‐tiered evaluation of marker candidates (discovery and verification steps) with independent sets of patient sera. One‐sided Wilcoxon matched‐pairs signed‐rank test was used to analyze the significance in concentration changes in marker candidates in sera during exacerbation.

**Table 2.** Patient characteristics.

Parameters	Discovery set (*n* = 39)	Verification set (*n* = 32)	*P* ^1^
Age	70.0 ± 7.5	72.2 ± 6.4	0.15
Gender (male/female)	39/0	27/5	0.01
Smoking status at the time of enrollment (current/ex)	7/32	2/30	0.17
GOLD stage (I/II/III/IV)	5/14/15/5	8/8/14/2	0.39
Pulmonary function tests			
%VC	86.6 ± 15.6	90.6 ± 22.1	0.39
FEV1	1.48 ± 0.66	1.38 ± 0.68	0.24
FEV1%	49.5 ± 12.4	48.4 ± 18.5	0.46
FEV1% predicted	52.8 ± 20.6	54.0 ± 23.8	0.86
%DLCO/VA	55.8 ± 23.5	57.5 ± 23.9	0.98
Computer tomography			
Low attenuation area (%)	36.0 ± 14.7	34.6 ± 15.6	0.91
Therapy (%)			
Long‐acting *β*2 agonist	87	91	1.00
Long‐acting muscarinic antagonist	82	94	0.29
Inhaled corticosteroid^2^	100	84	0.01
Systemic corticosteroid	0	0	–

%VC, actual/predicted vital capacity (VC) ratio, in percentage; FEV1, forced expiratory volume in 1 sec; FEV1%, FEV1/FVC ratio, in percentage; FEV1% predicted, actual/predicted FEV1 ratio, in percentage; %DLCO/VA, diffusing capacity for carbon monoxide/alveolar volume, in percentage.

Parameters are shown as mean ± standard deviation, unless indicated otherwise.

^1^ Comparison between discovery and verification sets. Fisher's exact test (gender, smoking status, and therapy), chi‐square test (GOLD stage), and Student's *t*‐test (other parameters) were used to compare the two groups.

^2^ Inhaled (low dose) corticosteroid is prescribed to most patients as a part of therapy during stable period, while systemic (high dose) corticosteroid may be prescribed/administered to patients only during exacerbation. Blood samples were not collected from those patients who were undergoing systemic corticosteroid treatment for the episode of exacerbation.

Of the seven marker candidates evaluated in the initial (discovery) phase, only soluble ICAM‐1 (sICAM‐1) and IL‐27 were found to be increased in sera from patients with exacerbated COPD (*P* < 0.05), though neither achieved statistical significance after Bonferroni correction (*P* < 0.05/7 = 0.0071; Table 3). The concentrations of these two marker candidates were measured in an independent set of paired sera in the second (verification) phase. Only IL‐27 increased in sera collected during exacerbation in this sample set, again with a nominal statistical significance (*P* = 0.0428; Table 3). As expected, analysis of the combined sample set (*n* = 71) improved the statistical significance (IL‐27: *P* = 0.0104; sICAM‐1: *P* = 0.0218; Table 3).

**Table 3.** Discovery and verification of systemic biomarker candidates of chronic obstructive pulmonary disease exacerbation.

Candidate biomarker	Discovery set (*n* = 39)			Verification set (*n* = 32)			Combined (*n* = 71)		
	Stable (pg/mL)	Ex (pg/mL)	*P* ^1^	Stable (pg/mL)	Ex (pg/mL)	*P* ^1^	Stable (pg/mL)	Ex (pg/mL)	*P* ^1^
CCL2	68.9 [43.8–105.2]	64.0 [43.8–117.1]	0.2019	–^2^	–	–	–	–	–
CCL20	×^3^	×	–	–	–	–	–	–	–
CXCL1	27.5 [19.4–39.5]	29.4 [21.2–37.1]	0.1675	–	–	–	–	–	–
sICAM	16081.3 [9809.3–24721.7]	17893.9 [12606.2–27916.9]	0.0170	28688.2 [22865.8–38989.6]	32171.9 [17540.3–46828.1]	0.2761	23240.9 [14788.8–32466.4]	22989.5 [14383.1–39428.9]	0.0218
IL‐1*β*	×	×	–	–	–	–	–	–	–
IL‐8	11.1 [4.6–29.1]	15.7 [7.3–33.4]	0.1693	–	–	–	–	–	–
IL‐27	267.2 [184.5–391]	290.0 [213.7–445.7]	0.0472	37.0 [18.3–58.7]	46.7 [32.7–76.0]	0.0428	159.5 [45.3–298.6]	200.8 [46.7–326.0]	0.0104

Values are reported as median [25th–75th percentiles].

^1^ One‐sided Wilcoxon matched‐pairs signed‐rank test.

^2^ Not tested.

^3^ Undetectable in most samples.

### Comparison of IL‐27 and sICAM‐1 with CRP

High‐sensitivity CRP is utilized in clinical practice as an auxiliary biomarker of COPD exacerbation to evaluate whether bacterial infection is involved in the exacerbation and to predict whether antibiotics may be useful for the treatment. We compared the properties of IL‐27 and sICAM‐1 with those of CRP. Samples were first categorized based on the presence or absence of sputum purulence during exacerbation (Fig. 1). CRP was elevated in the sera of patients whose sputum showed purulence, a sign of bacterially driven exacerbation (*P* < 0.0001), but it was not elevated in those without sputum purulence (*P* = 0.2450). This observation is consistent with CRP's utility as a biomarker of acute inflammation. IL‐27 was also elevated in the sera of patients with COPD exacerbation with sputum purulence (*P* = 0.0051), but not elevated in those without sputum purulence (*P* = 0.1355). However, sICAM‐1 was elevated in the sera of patients who were in an exacerbated state but had no sputum purulence (*P* = 0.0217), but not elevated in those who had sputum purulence (*P* = 0.2874).

The samples were then stratified by the timing of sample collection after the onset of exacerbation (Fig. 2). CRP concentrations were significantly higher in the sera collected within the first week of the onset of exacerbation (*P* = 0.0293) or later (*P* = 0.0014), while IL‐27 and sICAM‐1 concentrations were higher only in the sera collected more than 1 week after the onset of exacerbation (for IL‐27, within 1 week: *P* = 0.4695, after 1 week: *P* = 0.0010; for sICAM‐1, within 1 week: *P* = 0.1232, after 1 week: *P* = 0.0457).

## Discussion

In this study, we sought genes that were specifically induced in Siglec‐14^+^ myeloid cell line by NTHi stimulation to gain a better understanding of the mechanism underlying COPD exacerbation. We found seven potential candidates. We tested their utility as candidate biomarkers of COPD exacerbation and found IL‐27, which is also known to be involved in T‐cell differentiation and regulation, to be increased in the sera of COPD patient during exacerbation. This was particularly notable in patients with episodes accompanied with sputum purulence and those lasting more than a week.

There is a need to further investigate genes whose transcription levels are elevated specifically in Siglec‐14^+^ myeloid cells by NTHi stimulation. The chemokines CXCL1 and IL‐8, for example, bind to receptors on granulocytes (CXCR1 and CXCR2), while CCL2 and CCL20 bind to receptors on monocytes (CCR1 and CCR2) and dendritic cells (CCR6), respectively (Proudfoot 2002). These chemokines may coordinate the recruitment of innate immune cells and promote processes leading to COPD exacerbation. Other induced genes, for example, TSG‐6 and CD137, encode proteins that are thought to potentially be involved in the pathogenesis of asthma. TSG‐6, which is a hyaluronan‐binding protein encoded by *TNFAIP6*, has been found to be involved in eosinophilia and airway hyper‐responsiveness in a mouse model of asthma (Lauer et al. 2013; Swaidani et al. 2013). An antibody against CD137, which is a tumor necrosis factor receptor superfamily member encoded by *TNFRSF9*, has been reported to alleviate allergic asthma in a mouse model (Polte et al. 2006; Croft 2009). These genes/proteins may represent part of immune responses underlying asthma and COPD shared by both diseases. Therefore, it might be useful to study these proteins as possible etiological links to exacerbated COPD or as possible candidates as biomarkers of exacerbation.

We tested the possibility of using these seven gene products as systemic biomarkers of COPD exacerbation, and found IL‐27 levels to be elevated in the COPD patient sera during exacerbation. Serum IL‐27 was similar to CRP, a known biomarker of bacterial infection, in that levels of this gene product were increased during exacerbations associated with sputum purulence, itself a sign of bacterial involvement in exacerbation (Stockley et al. 2000). However, serum IL‐27 was significantly increased only in the sera collected in the second week or later after the onset of exacerbation, while elevations in CRP which were already evident in the first week of exacerbation, suggesting that IL‐27 might serve as a marker of prolonged exacerbation, rather than a marker of acute inflammation like CRP. These properties make IL‐27 an attractive candidate biomarker potentially useful in the assessment of etiology of COPD exacerbation and patient response to treatment. It would also be interesting to investigate whether there is an association between IL‐27 and the “gradual‐onset” type of exacerbations reported by Wedzicha's group (Aaron et al. 2012), as this type may overlap with the prolonged exacerbation in our study.

To the best of our knowledge, this study represents the first to report that the serum concentration of IL‐27 increases during COPD exacerbation. Higher baseline concentration of plasma IL‐27 has been reported in COPD patients (Cao et al. 2012), and a polymorphism in *IL27* gene (encoding IL‐27p28, i.e., IL‐27*α* subunit) has been associated with COPD (Huang et al. 2008). IL‐27, which is a heterodimeric cytokine consisting of IL‐27p28 and EBI3 subunits (also known as IL‐27*α* and *β*, respectively), is produced primarily by antigen‐presenting cells in response to microbial stimuli, and is involved primarily in the regulation of T‐cell differentiation and function (Wojno and Hunter 2012). Although T cells play pivotal roles in the pathogenesis of COPD (Cosio et al. 2009), the involvement of T cells in exacerbation has not been extensively documented, and the exact roles of T cells in exacerbation remain unclear (Tsoumakidou et al. 2005; Makris et al. 2008). This study suggests that T cells may play a role in COPD exacerbation. One possible mechanism through which the IL‐27 produced by myeloid cells affects COPD exacerbation is through Treg cells (Sakaguchi et al. 2008). Treg cell suppression by IL‐27 (Wojno and Hunter 2012) may lead to tissue damage by CD8^+^ T cells and/or the development of autoimmunity involving CD4^+^ T cells, and thus both can increase patient susceptibility toward exacerbation (Cosio et al. 2009).

It is important to note that we found sICAM‐1 to be increased in the sera of COPD patients without sputum purulence, as the increase in sICAM‐1 may represent a sign of viral exacerbation. Rhinovirus is a major causative agent of COPD exacerbation (Wedzicha 2001; Mallia et al. 2011). It utilizes membrane‐bound ICAM‐1 as host receptor for infection, while sICAM‐1 is known to neutralize rhinovirus (Marlin et al. 1990; Turner et al. 1999). Thus, further research into the functional relevance of ICAM‐1 in COPD exacerbation and its potential as a biomarker may be worthwhile. For example, it might be useful to study the utility of sICAM‐1 in combination of IL‐27 or other biomarkers of bacterial exacerbation (e.g., procalcitonin) (Stolz et al. 2007) in identifying the etiology of exacerbation and guiding the selection of treatment options.

Our study has some limitations. First, Siglec‐14 may not be involved in all episodes of exacerbation, and the candidate biomarkers of COPD exacerbation identified in this study may not be relevant to all cases. Nevertheless, our marker candidates are still likely relevant in a majority of exacerbations, given that homozygous *SIGLEC14*‐null patients tend to suffer less episodes of exacerbation (Angata et al. 2013), and that homozygous *SIGLEC14*‐null people are relative minority (especially among Europeans, in which the *SIGLEC14*‐null allele frequency is approximately 0.1) (Yamanaka et al. 2009). Second, IL‐27 may not be suitable for diagnosis using uniform “cutoff” value applicable to all patients. We attempted at assessing the specificity and sensitivity of IL‐27 for the diagnosis of exacerbation by drawing receiver‐operator curve, and found that area under the curve (AUC) for IL‐27 was 0.54, whereas that for CRP was 0.65 (data not shown). Given that AUC >0.8 is considered the standard for useful biomarker (Muller and Tamm 2006), this low AUC value for IL‐27 discourages its use as a stand‐alone biomarker of exacerbation. However, combination of multiple markers, or personalized approach (definition of “normal range” for each patient, rather than uniform cutoff value for all patients), may allow the utilization of IL‐27 in the future. Third, it is also important to point out that five of the seven gene products we chose as potential biomarker candidates were not found to be increased in sera collected during exacerbation or were not detected in most serum samples. This observation may be because the proinflammatory factors relevant to exacerbation are indeed mostly confined to local environments (Muller and Tamm 2006). Chemokines, which account for four of seven candidate markers in Table 2 (i.e., CCL2, CCL20, CXCL1, and IL‐8), are known to bind to heparan sulfate (Mortier et al. 2012), which is abundantly expressed not only on endothelia but also in the lung parenchyma (Smits et al. 2010). This fact may explain why many of our candidate markers were not found elevated in the patient sera during exacerbation. Such a constraint might pose a major obstacle to finding a systemic biomarker of COPD exacerbation.

In conclusion, this study, based on a human genetics and cell‐based model, provides valuable insight into the etiology of exacerbation and advances the field in its search for a biomarker of COPD exacerbation. IL‐27 may be one such promising systemic biomarker of this disease entity and deserves further research attention.

## Acknowledgments

We thank K. Fukumoto (Research Resource Center, RIKEN BSI) for DNA microarray analysis and M. Fujishiro (Nippon Medical School) for experimental assistance.

## Conflict of Interest

None declared.

How the deposited data were processed for this re-analysis (not part of the article)

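RNA from 4 cell samples was measured on GeneChip Human Genome U133 Plus 2.0 arrays, 1 array for each of Siglec‐14,NTHi[−], Siglec‐14,NTHi[+], Siglec‐5,NTHi[−] and Siglec‐5,NTHi[+]. The mapping of arrays to conditions was taken from the sample labels and the methods. By the paper's methods, the authors quantified the arrays with GeneChip Operating Software, whose version its text does not name, and standardized the signals on the cumulative signal intensity of all probes. The values used here, whose sums differ between the arrays, are signal intensities on a linear scale, 1 per probe set. The sums, medians and hybridization controls of the arrays stand at the first passage on the microarrays. Each condition has 1 sample, and cell line entered the shared fit as a term, so that NTHi was compared within the lines.

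Probe sets were joined to gene symbols with the platform's annotation, which names 19775 genes. 0 symbols needed to be updated to current RefSeq symbols, and no coordinates were used. A probe set listed for several genes was counted as a probe set and not under a gene's name. Of the 12 genes of Table 1, 10 are reported, matched to this annotation by symbol. The symbol LOC285628 was not matched by name. Some genes are not reported here.

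The study's screen was applied to the signals as deposited: at least 3-fold higher in Siglec‐14,NTHi[+] than in Siglec‐14,NTHi[−], and at least 3-fold higher in Siglec‐14,NTHi[+] than in Siglec‐5,NTHi[+] (criterion 3a) or in Siglec‐14,NTHi[−] than in Siglec‐5,NTHi[−] (criterion 3b). A gene passed when 1 of its probe sets met all criteria. Detection calls were not used here, and a pair of arrays counted as detected when its higher signal reached the median of all signals, 16.0. The other floors tried were the 25th percentile (4.09), the 75th percentile (105), the 95th percentile of 101 probe sets for 49 genes of other tissues (59.8) and no floor. The other alternatives were median scaling, quantile normalization, a pseudocount, thresholds of 2-fold and 4-fold, other choices among the probe sets of a gene, and, for the limma fit, no intensity trend and 1 factor left out. All of these, the tests and the gene lists were chosen before the data were examined. Scaling on the mean after trimming the top and bottom 2%, alone or with another choice, and the restriction to genes above the floor on all arrays were chosen after seeing the data.

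A fit with limma 3.58.1 (R 4.3.3) on log2 signals, with cell line and NTHi as additive terms and eBayes with an intensity trend, covered 31981 probe sets that reached the floor on at least 1 array. It has 1 residual degree of freedom per probe set, and the prior degrees of freedom were infinite, so the variance is that of the trend. Benjamini-Hochberg adjusted p-values under 0.05 were taken as passing. In simulated data, the fit recovered 200 of 200 probe sets given a 4-fold change, with 9 false calls among 28050. The screen at the median floor recovered 200 of 200 with 0 false passes. With the lines exchanged, 0 probe sets passed in the simulated data and 153 on the real arrays. The simulated data thus differ from the real signals and give no rate of false passes for the real screen. For 22 gene lists, the median log2 ratio of each comparison was ranked among 10000 random lists matched on mean signal, with each member drawn from the genes within 100 ranks of it in mean signal. In simulated data, 50 of 50 shifted lists and 12 of 200 random lists lay outside the central 95% of random lists.

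The text names genes by a rule: the genes of Table 1, the 10 largest and 10 smallest ratios of each comparison and of the ratio of the responses, list members at least 3-fold different together with IL27, SIGLEC14, SIGLEC5, TNF, IL6, CXCL2, CXCL3, NFKBIA and TNFAIP3, and up to 20 genes passing the screen outside Table 1. The values of Table 1 had been seen when the rule was made. The largest and smallest ratios were ranked among probe sets at or above the floor on both arrays, a restriction made after seeing the data. The metallothionein genes, TRAF6, and the genes named only as members of a list that passed the shared fit were chosen after their values were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest. The serum measurements of the study are not analysed here.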

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

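All tests of explanations in this part were chosen only after the result was seen. The Table 1 genes were higher in Siglec‐14/THP‐1 than in Siglec‐5/THP‐1 already without NTHi, while their median fold induction was not larger in Siglec‐14/THP‐1. The study selected in part for the higher level: criterion 3b asks for it, and of the 10 genes measured only CXCL1 did not meet 3b. The 3b ratio and the Siglec‐5/THP‐1 fold also share the Siglec‐5,NTHi[−] signal as divisor. Selection on a low value of that signal was not tested as a cause and stays open. Scaling between the arrays as the whole cause is argued against by the hybridization controls, whose mean log2 ratio between the nonstimulated lines was -0.12. After scaling on them the median log2 ratio at rest was 2.41 (2.29 before, with signals raised to the floor in both). The median log2 ratio of the responses was then -0.54 (-0.34 before, likewise). The controls are added to the labeled RNA, so they leave differences in RNA input or labeling untested. Low signals of Siglec‐5/THP‐1 at rest as the cause of its larger folds stay open: over the 7 genes above the floor on all arrays the median log2 ratio of the responses was -0.41, with 5 genes below 0 and 2 above, and the error of this median is not known with 1 array per condition, so low signals and a smaller response in Siglec‐14/THP‐1 cannot be told apart.

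Of these arrays the paper reports Table 1 only. Over all genes, those of Table 1 included, 108 were at least 3-fold higher in Siglec‐14/THP‐1 than in Siglec‐5/THP‐1 without NTHi, with the higher signal at or above the 75th percentile. Counted on the brightest probe set of each gene with signals raised to the floor there were 97 higher, 6 of them in Table 1, and 4 lower. Scaling on the hybridization controls gave 116 higher and 1 lower. This argues against scaling between the arrays as the cause, with RNA input and labeling again untested. Stimulated cells mixed into the nonstimulated sample are argued against by TNFAIP6, whose brightest probe set allows at most 8.51% of such cells in Siglec‐14,NTHi[−]. The bound depends on the probe set: a dimmer one, with 28.9 in Siglec‐14,NTHi[−] and 220 in Siglec‐14,NTHi[+], allows a larger share. The median share that the 97 genes need is 72.4%. Activation of the kind that NTHi causes is argued against as the whole cause. Of the 97 genes, 22.7% were at least 2-fold higher with NTHi in Siglec‐5/THP‐1. The share was 26.5% of the 83 that reached the floor on at least 1 Siglec‐5/THP‐1 array. A background count gave 0.458%, but by a signal rule of its own, so it is not the same measure. Such activation may still apply within the NTHi-responsive genes. There, 20 of 23 genes at least 3-fold higher with NTHi in Siglec‐5/THP‐1 were at least 2-fold higher in Siglec‐14,NTHi[−] than in Siglec‐5,NTHi[−]. This compares with at most 2 in 100 simulations where only the shared array links the ratios. The same held for 8 of 15 genes picked in Siglec‐14/THP‐1 instead. With 1 cell line per receptor, an effect of Siglec‐14 and other differences between the sublines cannot be told apart.

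The paper lists genes for Siglec‐14/THP‐1 only, and 24 genes were at least 3-fold higher with NTHi in Siglec‐5/THP‐1 with the higher signal at or above the 75th percentile. CXCL10, which is outside Table 1, was 50.5-fold higher with NTHi in Siglec‐5/THP‐1 and 2.52-fold higher in Siglec‐14/THP‐1. CCL4, also outside Table 1, was 120-fold higher in Siglec‐14/THP‐1 than in Siglec‐5/THP‐1 without NTHi and 33.4-fold higher with it. In the cell lines, 4 probe sets at or above the floor on all arrays moved at least 2-fold in opposite directions with NTHi: CLDN19 (81.9 to 19.8 in Siglec‐14/THP‐1, 25.8 to 52.5 in Siglec‐5/THP‐1), 1 probe set of ADCY7 (38.7 to 79.6, 50.3 to 23.1), 1 of PCGF3 (16.2 to 56.1, 42.0 to 20.2) and 1 with no single gene named (17.3 to 42.2, 41.4 to 17.2). The brightest probe set of ADCY7 was lower with NTHi in both lines (810 to 731 in Siglec‐14/THP‐1, 482 to 387 in Siglec‐5/THP‐1). The difference between the lines was not tested for these 4 probe sets, and 1 array stands behind each value.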

How the results depend on the processing

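The median log2 ratio of the responses over the Table 1 genes stayed below 0 in all alternatives run, from -0.18 to -0.74. The -0.18 came without _s_at and _x_at probe sets, where TNFAIP6, ICAM1, CCL2 and CXCL8 had no value. There IL1B (0.32), RRAD (1.18) and CXCL1 (0.39) were above 0, and CCL20 (-0.68), EBI3 (-3.51) and TNFRSF9 (-1.77) below. Across the alternatives, 2 of the genes took the other sign: TNFRSF9 with a pseudocount (-0.077 to 0.094), and RRAD without _s_at and _x_at probe sets and on the probe set with the highest induction (-2.74 to 1.18 in both). Of the Table 1 genes, 7 to 10 passed the screen except at 4-fold (4) and without _s_at and _x_at probe sets (5). In the latter setting TNFAIP6, ICAM1, CCL2 and CXCL8 had no probe set left to pass. The count of genes passing the screen (166, and 116 with the lines exchanged) followed the floor: 946 and 896 at the 25th percentile, 10 and 0 at the 75th, 10 and 0 at the off-tissue floor, and 1102 and 1047 without a floor. It was 150 and 162 with median scaling and 151 and 156 with quantile normalization, so that more passed with the lines exchanged. It was 72 and 52 with a pseudocount, 409 and 276 at 2-fold and 100 and 78 at 4-fold. By choice of probe set it was 78 and 55 on the brightest, 49 and 27 on the mean, and 127 and 79 without _s_at and _x_at. Trimmed mean scaling, chosen after seeing the data, gave 143 and 137. Probe sets at least 3-fold different (1286 with NTHi in Siglec‐14/THP‐1, 1370 with NTHi in Siglec‐5/THP‐1, 1767 between the stimulated lines and 1716 between the nonstimulated lines) numbered 7335, 7385, 7978 and 7696 at the 25th percentile, 25, 34, 195 and 157 at the 75th, 42, 51, 289 and 258 at the off-tissue floor, 9093, 9345, 9833 and 9447 without a floor, and 728, 805, 1137 and 1069 with a pseudocount. Trimmed mean scaling with the 75th percentile floor, chosen after seeing the data, gave 23, 38, 182 and 187, with 10 genes passing the screen and 0 with the lines exchanged. A lower floor admits more probe sets by its construction, and 209 of the 225 passing probe sets had a Siglec‐14,NTHi[+] signal below the 75th percentile, so the counts depend on where a signal is taken to exceed background. In limma, the 225 genes for NTHi became 145 at the 75th percentile floor, 468 with median scaling and 411 with quantile normalization, and 0 both without the trend and with the other factor left out (1941 and 621 probe sets at an unadjusted p under 0.05). The 1861 genes for the line became 3726, 3524 and, without the trend, 0 (3740 probe sets at an unadjusted p under 0.05). A list median was taken as reversed when its sign turned and its main value lay outside the central 95% of random lists, and otherwise as moved when it differed by 1.5-fold or more. By these limits, 337 did neither, 6 moved and 4 reversed: the TNF receptor superfamily with NTHi in Siglec‐5/THP‐1 (-0.014) and Toll-like receptor signalling between the nonstimulated lines (-0.083) at the 75th percentile floor, and NRF2 (0.12) and heat shock genes (0.16) between the nonstimulated lines with quantile normalization. The 6 that moved did so at the 75th percentile floor: chemokines with NTHi in Siglec‐5/THP‐1 (upward from 1.62) and between the nonstimulated lines (2.29 to 3.15), inflammatory cytokines (1.61 to 0.98), the IL-12 family (0.30 to 1.11) and markers of other cell types (0.0039 to 0.60) between the nonstimulated lines, and the IL-12 family between the stimulated lines (0.87 to 1.48). Among the 337, 21 also took the other sign, with main values inside the central 95% of random lists, such as Siglecs and their adaptors at the 75th percentile floor between the stimulated lines (0.40 to -0.038) and the nonstimulated lines (0.20 to -0.17). Of the fold inductions of Table 1 genes, 72 kept their value and 4 moved. Except for the floors, the cause was not tested.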

Differences from the paper's values

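The screen passed 166 genes, and the paper's count is 12. The paper states the same 3-fold thresholds and requires unambiguous detection, by a rule that its text does not name. A floor on the signal was used here in its place. Of the alternatives set before the data were examined, the 75th percentile floor (10 genes) and the off-tissue floor (10 genes) fall within 1.5 times the paper's count. The others do not: 946 at the 25th percentile floor, 1102 without a floor, 150 with median scaling, 151 with quantile normalization, 72 with a pseudocount, 409 at 2-fold, 100 at 4-fold, 78 on the brightest probe set, 49 on the mean of probe sets and 127 without _s_at and _x_at probe sets. Trimmed mean scaling with the 75th percentile floor, chosen after seeing the values, also gives 10 genes and drops 1 of the 10 Table 1 genes measured, TNFAIP6, while trimmed mean scaling alone gives 143.

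For RRAD the fold induction was 2.41 on the brightest probe set, and the paper's value is 3.8. Of the alternatives set before the data were examined, the mean of probe sets (2.94), the probe sets without _s_at and _x_at (4.06) and the probe set with the highest induction (4.06) fall within 1.5 times the paper's value, and median scaling (2.44), quantile normalization (2.35) and a pseudocount (2.31) do not. Trimmed mean scaling gives 2.26, and with the highest induction 3.82, both chosen after seeing the values. The other 9 fold inductions did not differ by the same measure. On the probe set with the highest induction, the paper's values are 0.93 to 0.947 times those computed here for the 10 genes. With trimmed mean scaling as well, which was chosen after seeing the values and drops 0 of them, 10 of 10 equal the paper's values at 1 decimal.

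Table 1 holds the symbol LOC285628, which was not matched by name. The probe set named MIR146A met criterion 3b alone on signals as they stand, as the paper lists for that symbol. Its fold induction was 10.7, and 10.1 with trimmed mean scaling, against the paper's 10.1. The pairing and the scaling were chosen after seeing the values. Whether both names stand for 1 transcript was not settled here, and MIR146A is counted among the genes beyond the 10 matched.

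CXCL2 passed the screen at the median floor and at the 75th percentile floor and is not in Table 1. The paper's Discussion describes the genes as induced specifically in Siglec‐14+ cells. In these arrays 10 of the 10 Table 1 genes measured were higher with NTHi in Siglec‐5/THP‐1 too, by a median of 5.39-fold with signals below the floor taken as they stand. The larger fold was there for 8 genes with signals as they stand and for 7 with signals raised to the floor, and not for IL1B and CXCL1 in either case. RRAD is the gene between these counts, and on its probe set with the highest induction the fold was 4.06 in Siglec‐14/THP‐1 against 1.80 in Siglec‐5/THP‐1, where both signals lie below the floor. The level with NTHi was higher in Siglec‐14/THP‐1 for 10 of 10. The criteria that the paper lists for each gene were compared with signals below the floor taken as they stand. They were met in the same way for 10 of 10 genes under 3a and 10 of 10 under 3b at the median floor, and for 10 and 7 at the 75th percentile floor. At the median floor, 3b rested on a Siglec‐5,NTHi[−] signal below the floor for TNFAIP6 (28.9 against 7.2) and RRAD (27.9 against 8.3). Against the floor, these ratios do not reach 3-fold.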

Other observations

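Genes of the early growth and stress response differed between the cell lines. Of 21 immediate early and AP-1 genes, 18 were higher and 1 was lower in Siglec‐14/THP‐1 in the shared fit (18 and 1 when adjusted over the list alone), and 0 passed the test for NTHi. As a list, their median log2 ratio with NTHi was 0.27 in Siglec‐14/THP‐1 and 0.15 in Siglec‐5/THP‐1, at percentiles 99.92 and 100.0 of random lists matched on signal. Housekeeping genes had 0.225 (percentile 98.45) in Siglec‐14/THP‐1 and -0.0037 (88.06) in Siglec‐5/THP‐1. A shift near this size in Siglec‐14/THP‐1 is therefore not particular to the early genes. EGR1, a transcription factor induced by growth signals, had signals of 482 and 520 in Siglec‐14/THP‐1 without and with NTHi and 54.9 and 75.1 in Siglec‐5/THP‐1. EGR3 had 214 and 253 against 12.6 and 11.3, both below the floor, DUSP1, a phosphatase of MAP kinases, 198 and 295 against 27.7 and 31.5, and ATF3 197 and 209 against 38.3 and 36.6. Genes of immature myeloid granules went the other way, with 5 of 10 lower and 0 higher in Siglec‐14/THP‐1 (7 lower when adjusted over the list alone). CTSG, the granule protease cathepsin G, had 403 and 508 in Siglec‐14/THP‐1 and 1310 and 1110 in Siglec‐5/THP‐1. Inflammatory effectors and matrix genes were higher in Siglec‐14/THP‐1 for 10 of 20 and lower for 1 (13 and 1 when adjusted over the list alone), among them MMP9, a gelatinase, with 1280 and 2300 against 194 and 268, and SPP1, which encodes osteopontin, with 1040 and 991 against 52.7 and 41.0. MMP1 had 190 and 186 in Siglec‐14/THP‐1 and stayed below the floor in Siglec‐5/THP‐1. IL1RN, the antagonist of the IL-1 receptor, had 2500 and 3240 against 124 and 170, and TREM2, a lipid receptor of macrophages, 915 and 803 against 81.5 and 61.8.

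CCL22, a chemokine for regulatory T cells, had 308 and 421 in Siglec‐14/THP‐1 and was below the floor in Siglec‐5/THP‐1, so that it was at least 19.3-fold higher without NTHi. C3, the central complement component, went from 1090 to 1820 with NTHi in Siglec‐14/THP‐1 and from 86.9 to 523 in Siglec‐5/THP‐1. TNF had low signals, with 21.5 and 57.9 in Siglec‐14/THP‐1 and 3.54 and 25.9 in Siglec‐5/THP‐1, and IL6 was below the floor on all 4 arrays. CXCL3 had 22.1 and 44.1 against 13.1 and 21.6. VCAM1, an adhesion molecule, went from 110 to 257 in Siglec‐14/THP‐1 and from 28.2 to 174 in Siglec‐5/THP‐1. The probe sets of MALAT1 did not move together with NTHi in Siglec‐5/THP‐1: 1 had 78.5 without and 340 with it, another 198 and 95.5, and the brightest 717 and 487. The probe set of SIGLEC5 had 21.3 and 19.5 in Siglec‐14/THP‐1 and 4.13 and 21.6 in Siglec‐5/THP‐1. Without NTHi its signal was thus lower in the line that expresses Siglec‐5, where it lay below the floor. The other signals were near the floor, so the probe set does not tell the lines apart. No probe set is named for SIGLEC14 in the annotation used.

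For the remaining lists, the counts past the shared fit follow, with those adjusted over the list alone in parentheses. In Siglec‐14/THP‐1, 4 of 7 genes of the IL-12 family and its receptors were higher (4), 6 of 17 adhesion molecules were higher and 1 lower (11 and 1), and 7 of 15 genes of the TNF receptor superfamily were higher and 1 lower (8 and 1). Toll-like receptor signalling had 4 of 20 higher (4), NRF2 and oxidative stress 5 of 15 (5) and Siglecs and their adaptors 1 of 12, TYROBP (1), with 0 lower in each. Interferon-stimulated genes had 8 of 27 higher and 1 lower (11 and 1), antigen presentation 4 of 19 higher (5), and monocyte and macrophage maturation markers 2 of 11 higher (4). Proliferation genes had 2 of 22 lower (2), cholesterol synthesis genes 1 of 14 higher (1 higher and 1 lower), heat shock and unfolded protein response genes 2 of 14 higher (3), and housekeeping genes 1 of 12 higher (1), TFRC. With NTHi, 0 genes passed in the Siglec, interferon, antigen presentation, maturation, granule, proliferation, cholesterol and heat shock lists, over all genes and over the lists alone, and 1 housekeeping gene rose, TFRC again, with 3100 and 4890 in Siglec‐14/THP‐1 and 1260 and 2330 in Siglec‐5/THP‐1. As lists, cholesterol synthesis genes had a median ratio with NTHi of 1.17 in Siglec‐14/THP‐1 (percentile 99.66 of random lists) and 1.03 in Siglec‐5/THP‐1 (99.94), and heat shock genes 1.17 (99.84) and 1.02 (99.66), while housekeeping genes had 1.17 (98.45) and 0.997 (88.06), so a shift of this size in Siglec‐14/THP‐1 is not particular to those lists. Between the nonstimulated lines, the median log2 ratio was -0.053 for NRF2 and oxidative stress genes and -0.027 for heat shock genes, and it was 0.12 and 0.16 with quantile normalization. Among markers of other blood and stromal cell types, 2 of 16 were higher in Siglec‐14/THP‐1 (2), GNLY and COL1A1, and 0 changed with NTHi. GNLY, a granule protein of lymphocytes, had 360 and 410 in Siglec‐14/THP‐1 on its brightest probe set and was below the floor in Siglec‐5/THP‐1. Among genes of other tissues used for a floor, 2 of 21 were higher in Siglec‐14/THP‐1 (2), SFTPB and TNP1, and with NTHi 0 passed over all genes and 2 were lower when adjusted over the list alone.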
